A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

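DNA from the tails of 7 mice of one C57BL/6J/Nrs family was measured: a sire, a dam and 5 of their progeny. Each mouse was hybridised against the DNA of the same reference male on 2 arrays with the dyes exchanged, which gave 14 arrays on 4 slides. The arrays were 2-colour Agilent arrays for comparative genomic hybridization (CGH), a method in which the ratio of 2 fluorescent dyes at a probe measures the number of DNA copies in one mouse relative to another. The design was the custom second-screening array of the study, in which closely spaced probes cover places that had been positive in an earlier screening. It held 136280 different probes at 140337 spots, of which 136229 probes were autosomal, 48 X-linked and 3 Y-linked. The arrays of the first screening and of other families were not analysed here.

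The intensity of each spot was deposited by the authors as processed signals, made with Feature Extraction 10.7.1.1. Per the file headers, the software subtracted a local background, removed spatial trends and scaled the dyes by a linear factor, with no lowess step. The deposited log10 ratio of Cy5 over Cy3 equalled the ratio of those processed signals, apart from 24 to 36 spots per array that were listed at 0. The authors' series matrix holds log2 values, which ran as reference over mouse according to the labels and were turned before use. Raw median spot and background intensity values, also deposited, served 1 alternative. All values of the matrix and of the scanner files belonged to a labelled sample.

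From the processed signals, the log2 ratio of mouse over reference male was computed per spot, with the sign of the arrays that carry the mouse in Cy3 turned according to the labels. Control spots and spots marked as non-uniform, population outliers or manual flags were left out, which removed 103 to 334 spots per array. Spots of one probe were averaged, and each array was centred on the median of its autosomal probes, with no loess and no quantile step. The 2 arrays of a mouse were 1 replicate. Probe positions are those of the files, on the mouse build mm9 (NCBI37). The reference annotation at hand was of another build, so gene content was not analysed here.

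Signal limited precision little at most probes. Between 99.4% and 99.7% of spots per array were well above background in both channels, and 0 spots were saturated. Median signals were 485 to 684 in green and 739 to 1134.5 in red, over median backgrounds of 22 to 30 and 49 to 63. The noise of a single probe was 0.11 to 0.16 in log2 (SD). It was estimated from the interquartile range of the differences between neighbouring probes, scaled down to a single probe. What limits detection most was not tested.

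The rules below, the tests and most of the alternative settings were fixed before the data were examined. A probe was positive in a mouse where the log2 ratio was beyond 0.5 with the same sign on both arrays, which is the threshold of the study for this screening. The study set 2 further conditions, a positive result in the first screening and a positive neighbouring probe within 3 probes. Neither was used for the probe counts here. The study also tested its candidates by quantitative PCR, a separate measurement of copy number that was not part of these data. Probes beyond 0.5 on both arrays with opposite signs were counted as the background of this rule. A de novo candidate probe was positive in a progeny mouse and not positive, in either direction, in sire or dam. A de novo candidate region held at least 2 such probes of one sign, each within 3 probes of the next. Regions with at least 5 positive probes were reported separately. The regions named are the 10 with the most positive probes among those with at least 5, and the 5 regions with the most probes positive with one sign in all 7 mice. The rule set no order for ties, which were taken by mouse number and position.

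Private probes, positive in 1 mouse and in no other, were compared between progeny and parents by a two-sided exact permutation test over the 21 splits of the 7 mice. The mean of a region in its carrier was compared with the other 6 mice by an exact permutation test, for which the smallest p is 0.143. Across autosomal probes, limma 3.58.1 in R 4.3.3 was used on per-mouse log2 ratios, once against 0 (7 mice against the reference male) and once for 5 progeny against 2 parents. It was run on the probes measured in every mouse of the fit. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, and in the family comparison also at an absolute mean log2 ratio over 0.3. The reference is 1 animal, and its own spread is not in that test.

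Both procedures were tested on simulated data. Per size, 50 losses of -0.8 were planted in 1 simulated progeny mouse, set against 2 simulated parents over 136229 probes. Of these, 90.0% of losses of 2 probes and 100.0% of losses of 5 probes were found, with 0 false regions. The noise was drawn at random from probes outside the blocks described below, separately for each array, and the parents carried no change. The 0 false regions therefore say nothing about inherited changes near the threshold or noise shared by neighbouring probes. Gains were not simulated there. With 200 probes planted among 134106 at a log2 difference of 0.5, limma recovered 98.0% in the family comparison and 73.5% in the comparison of progeny and parents.

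Sire and dam lay on slide 1, progeny 1 and 2 on slide 2, progeny 3 and 4 on slide 3, and progeny 5 on slide 4. Each slide had its own scan. Each slide held 1 generation, so slide entered as a random block (duplicateCorrelation). The parents lie on a single slide, and a property of that slide cannot be separated from generation.

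The alternative settings fixed in advance were of several kinds. Those of the values were no centring, normexp background correction (offset 50) of median signals and the series matrix. Another kept only probes well above background in all arrays. Those of the calls were thresholds of 0.8 and 0.3, the mean of the 2 arrays or 1 array alone, and other region rules. A different exclusion by parents used a mean beyond 0.25, or a positive result, in the same direction only. A parent positive in the opposite direction then no longer excluded a probe. Those of limma were the slide block, eBayes with trend and robust settings, and no size threshold. The last was leaving out each mouse. For the counts of probes and regions only the progeny were left out in turn, and sire and dam were left out only in limma. The plan had named mean signals for normexp, and the median signals of the files were used in their place. Added after the data had been seen were the exclusion of probes at which a parent was beyond 0.25 in either direction, and a turned sign for the sire. The blocks described below were also defined after the data had been seen: positive probes of any mouse were joined where they lay within 50 kb, and a block was kept with at least 5 positive probes of one sign in one mouse. A block value is the median over all its probes on each array, averaged over both arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.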

Results

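Copy number was measured by array CGH in 1 sire, 1 dam and 5 progeny of one mouse family of the study, in which sires were exposed to gamma-rays at 20 mGy per day for 400 days before mating. The series title describes exposed males, whereas its design text calls the male of this family non-irradiated. The study itself lists a progeny mouse of this family in its irradiated group, and the sample names of the family carry the 20 mGy dose. Both go with an exposed sire and against the design text. No comparison here rests on the exposure. Each mouse was represented by 2 dye-swapped arrays against one reference male. An error given with a value of a single mouse is the SD of its 2 arrays, which is technical. There were no replicate animals for sire and dam.

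The first question was how many probes differed in copy number between each mouse and the reference male. The median over the 7 mice was 487 positive autosomal probes, with a range of 286 to 1338. The sire, as labelled, had 490 losses and 10 gains, and the dam had 187 losses and 285 gains. Progeny 1 had 6 losses and 378 gains, progeny 2 had 203 and 284, progeny 3 had 202 and 1136, progeny 4 had 632 and 321, and progeny 5 had 236 and 50. Probes beyond the threshold on both arrays with opposite signs, which mark a dye effect, numbered 31 to 82 per mouse. With only the array that carried the mouse in Cy3, the median rose to 1622 probes, the largest shift among the alternatives.

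**Figure D1:**
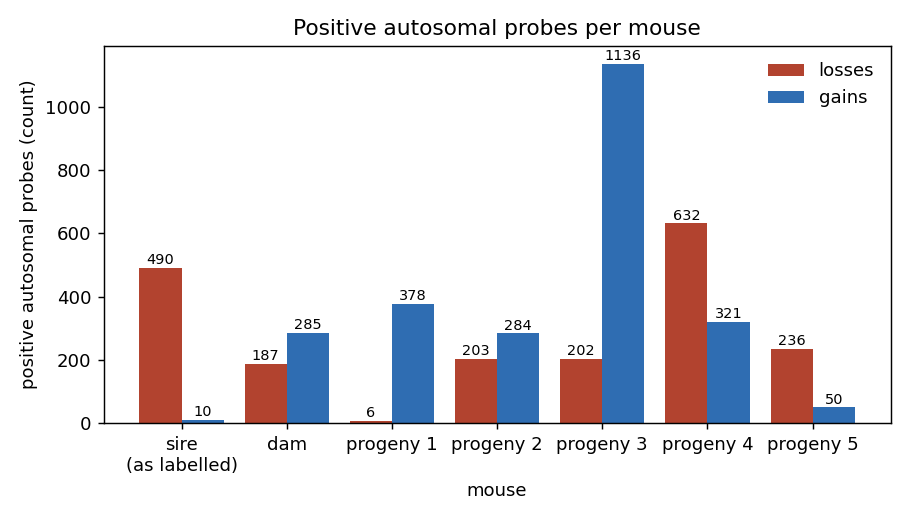
Bars give the number of autosomal probes (vertical axis, count) positive as losses or gains in each mouse (horizontal axis). Progeny 3 had 1136 gains and progeny 4 had 632 losses, the highest bars of each kind.

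The sex of the parents is given in the labels, which allowed the size of a copy number difference to be checked. The median log2 ratio of the 48 X-linked probes was 0.90 in the dam and -0.03 in the sire, a difference of 0.93 that exceeded the SD of 0.04 between the 2 dye orientations. With normexp background correction it was 0.80. The 3 Y-linked probes had medians of -1.77 in the dam and 0.01 in the sire. Among the progeny, X-linked medians were 0.00 in progeny 1, 0.91 in progeny 2, 0.89 in progeny 3, 0.89 in progeny 4 and 0.89 in progeny 5. The corresponding Y-linked medians were -0.03, -1.70, -1.96, -1.90 and -1.66. The labels give no sex for the progeny, and none was assigned.

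Most positive probes lay in 7 blocks. On chromosome 4 (101109089 to 101270967, mm9), a block of 1358 probes had a median log2 ratio of 0.45 ± 0.02 in the dam, 0.45 ± 0.04 in progeny 1, 0.45 ± 0.04 in progeny 2 and 0.47 ± 0.02 in progeny 4. It was higher in progeny 3, at 0.83 ± 0.05, and near 0 in progeny 5, at -0.01 ± 0.02. In the sire as labelled it was -0.46 ± 0.04. On chromosome 5 (18457687 to 18500990), a block of 267 probes was at 0.51 ± 0.02 in progeny 1 and 0.51 ± 0.04 in progeny 3, between -0.02 and 0.00 in dam and the other progeny, and at -0.54 ± 0.01 in the sire as labelled. On chromosome 13 (65865106 to 66198586), a block of 248 probes was at 0.47 ± 0.01 (SD, n = 5) in the progeny and 0.48 ± 0.14 in the dam, and at -0.50 ± 0.12 in the sire as labelled. The array with the mouse in Cy5 gave the higher value in each of the 7 mice, so this SD is mostly an offset shared by all of them. The sire was therefore opposite in sign to the other carriers at all 3 blocks. This opposition was present on both dye-swapped arrays of the sire and in the authors' series matrix values.

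On chromosome 3 (25416456 to 25452730), a block of 136 probes had medians between -1.95 and -1.88 in the dam and progeny 2, 3, 4 and 5, against -0.03 in the sire and 0.01 in progeny 1. A block of 6 probes on chromosome 2 (111694136 to 111694677) separated the mice in the same way, with -1.01 in the dam and -0.06 in the sire. In total, 175 autosomal probes on 15 chromosomes were lost in exactly these 5 mice, which are those with low Y-linked values. They made up 93.6% of the 187 losses of the dam.

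**Figure D2:**
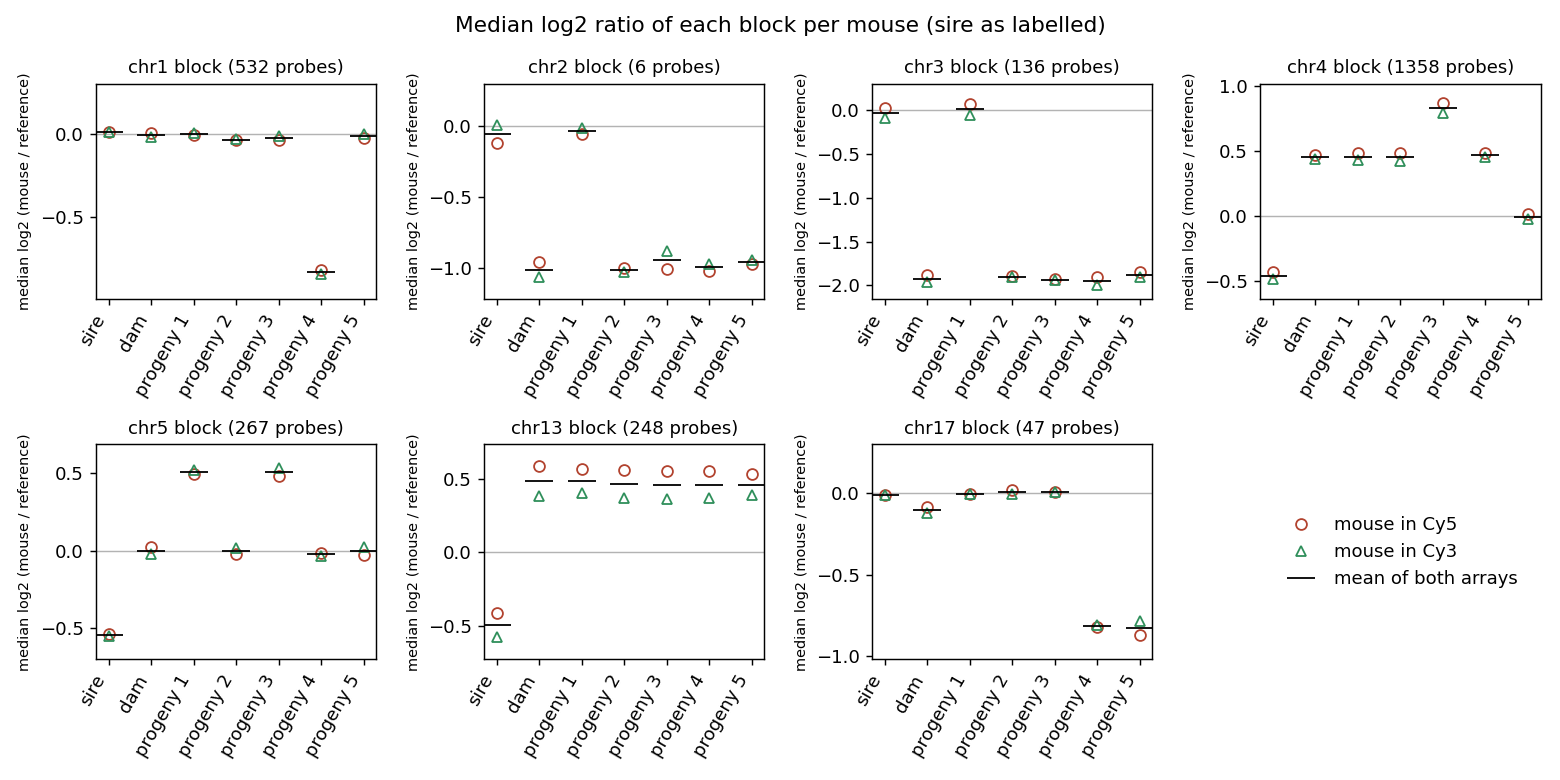
Each panel shows the median log2 ratio (vertical axis, mouse over reference male) of one block in the 7 mice (horizontal axis), with circles for the array with the mouse in Cy5, triangles for the array with the mouse in Cy3 and bars for their mean. The sire lies below 0 on chromosomes 4, 5 and 13, where the other carriers lie above 0, and progeny 4 alone is low on chromosome 1, at -0.83.

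The second question, which is that of the study, was which changes were present in progeny and in neither parent. De novo candidate probes numbered 102 in progeny 1, 92 in progeny 2, 627 in progeny 3, 544 in progeny 4 and 70 in progeny 5, which sums to 1435, with 562 losses and 873 gains. Progeny 3 had 573 of its candidates in the chromosome 4 block, in which both parents were themselves far from 0, and progeny 4 had 390 in a block on chromosome 1. Private probes, the background measured in the same way in all mice, numbered 51 in the sire and 44 in the dam. In progeny 1 to 5 the private probes numbered 32, 20, 458, 421 and 21, so progeny 1, 2 and 5 lay below both parents. They averaged 190 ± 228 (SD, n = 5) over all progeny and 47.5 ± 4.95 (SD, n = 2) in the parents. No difference was detected by the exact permutation test (two-sided p = 0.571, n = 5 and 2). The smallest p of that design is 0.048. When a parent excluded a probe only in the same direction, by a mean beyond 0.25 or a positive result, there were 680 candidates. That rule also admitted probes at which a parent was positive in the opposite direction, so the 680 are not all among the 1435. When a mean beyond 0.25 in either direction was added to the main rule, 482 candidates were left. The balance of losses and gains changed sides, with 506 losses among the 680 and 471 among the 482, and also at a threshold of 0.3, with 1061 losses among 1806, with the mean of the 2 arrays, with 752 among 1445, and with either array alone. Without progeny 4, 109 of 891 candidates were losses, and without progeny 3, 538 of 808 were.

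De novo candidate regions numbered 11, 6, 89, 24 and 4 in progeny 1 to 5, and 134 in sum. Of these, 61 had at least 5 positive probes: 1, 0, 47, 11 and 2 in the same order. All 89 regions of progeny 3 were gains. Private regions, which are measured in the same way in both generations, numbered 7 in the sire, 1 in the dam, and 3, 0, 92, 10 and 0 in progeny 1 to 5. Those with at least 5 probes numbered 34 in progeny 3, 9 in progeny 4 and 0 in each of the other 5 mice. The exclusion in the same direction only gave 44 regions, and 21 of at least 5 probes. These are not all among the 134, since progeny 1 rose to 17 regions, of which 5 had at least 5 probes. With exclusion in either direction, 15 regions were left. The 13 of these with at least 5 probes were all losses, of which 9 lay on chromosome 1 in progeny 4, 2 on chromosome 17 in progeny 4 and 2 on chromosome 17 in progeny 5.

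Of the 10 largest regions, 6 were losses of progeny 4 on chromosome 1 (21 to 115 positive probes each) and 4 were gains of progeny 3 on chromosome 4 (17 to 28 positive probes each). The largest, with 115 positive probes, covered 119289299 to 119316211 on chromosome 1 and had a mean of -0.83 in progeny 4, against -0.01 ± 0.02 (SD, n = 6) in the other mice by the exact permutation test (p = 0.143, the smallest possible). The 6 regions were parts of one block of 532 probes from 119273282 to 119376203, a length of 102922 bp. Its median was -0.83 ± 0.01 in progeny 4, between -0.03 and 0.00 in the other progeny, 0.01 in the sire and -0.01 in the dam. In the 4 regions of progeny 3, its mean was 0.74 to 0.77, whereas the dam was at 0.40 to 0.43 and the sire as labelled at -0.43 to -0.38, and the exact p was 0.286 for each. There were 0 probes positive with the same sign in all 7 mice, so no region of that kind could be named. Genes in these places were not analysed here, because the annotation at hand is of another build.

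A loss on chromosome 17 was chosen after its values were seen. Its largest region in progeny 4 had 17 positive probes, as many as the last 2 of the 10 named, and fell outside only because ties were ordered by mouse and position. The block covered 81464598 to 81469093, a length of 4496 bp with 47 probes. In progeny 4 its median was -0.81 ± 0.01, and in progeny 5 it was -0.83 ± 0.06. Each of them had 33 positive probes, of which 32 were shared. The medians were -0.01 in the sire, -0.01, 0.01 and 0.01 in progeny 1, 2 and 3, and -0.10 ± 0.03 in the dam, who had 0 positive probes there.

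**Figure D3:**
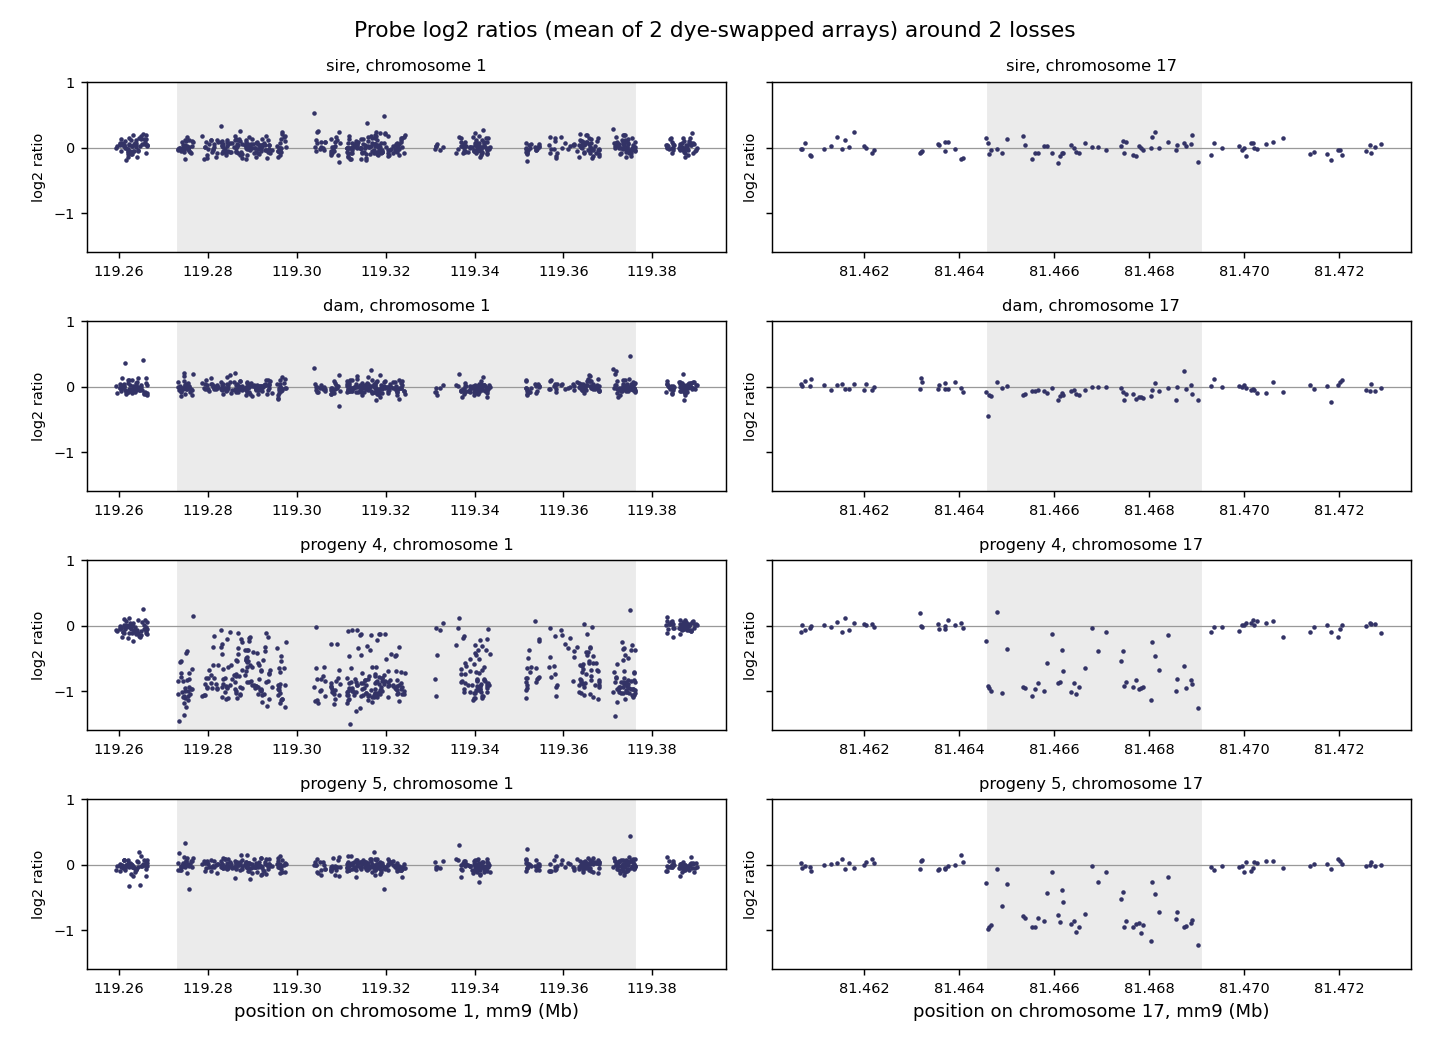
Points are probe log2 ratios (vertical axis, mean of the 2 dye-swapped arrays) against position on mm9 in Mb (horizontal axis) for sire, dam, progeny 4 and progeny 5, with the block shaded. Progeny 4 is low across both shaded blocks, progeny 5 only across that on chromosome 17, and the dam lies slightly below 0 there, at -0.10.

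The remaining comparisons asked which probes differed in the whole family from the reference male, and which between the generations. In limma over 7 mice, 0 of 135461 autosomal probes were called against the reference male, and 8324 had an unadjusted p under 0.05. This count rested on the sire. Without that mouse 1129 probes were called, 903 of them higher than the reference and 226 lower, whereas leaving out any other mouse gave 0. Between progeny and parents limma called 0 probes, with 25793 at an unadjusted p under 0.05. This count rested on both parents, since 8363 probes were called without the dam and 5 without the sire, fits in which the remaining parent is assumed to vary like the progeny. With slide as a random block, 11239 probes were called, with an estimated correlation within slides of -0.36, and the slide of the parents cannot be separated from generation.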

Values the study reported

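For progeny mouse 4 of this family the study listed 2 de novo deletions, found by array CGH and borne out by its quantitative PCR. Their sizes were given as 102,921 bp on chromosome 1 and 4495 bp on chromosome 17, the latter with 33 positive probes in the second array CGH. Over all families, 7.1% of the F1 mice of non-irradiated sires (11 of 156) and 20.4% of those of irradiated sires (29 of 142) were reported to carry de novo deletions. These counts are of mice with deletions that quantitative PCR bore out.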

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

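All tests of explanations in this part were chosen only after the result they concern was seen. Among 20 measures examined over the 5 progeny, 10 had 1 mouse far from the other 4, judged by the gap to its nearest neighbour relative to the whole range. For independent values from a normal distribution, chance gives such a far value in about 1 in 20 groups. The measures here are largely counts and copy number levels, for which that rate was not established. The 10 measures are not independent, since several count the same probes. The series holds 1 family and no control family, so no effect of exposure was tested on any of them.

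Progeny 3 stood far above the other progeny in de novo gains (603 probes), in de novo regions (89) and in de novo regions with at least 5 positive probes (47). Of its gain probes, 573 lay in the chromosome 4 block, and at 89.2% of the 603 both parents were themselves beyond 0.25 in size. That share decides nothing about an inherited gain, because the probes were chosen for the pattern, the parents' medians were known, and the sire as labelled is a loss there. The block was at 0.83 in progeny 3 against 0.45 in the dam, a larger distance than the SD of 0.05 between the arrays of progeny 3, so noise around the level of the dam does not account for it. Progeny 1, 2 and 4, which were near that level, had 54 to 77 candidates in the block. In whole copies, the 4 of progeny 3 could be inherited with the sire at 1 copy as labelled or at 3 when turned, since the dam has 3.

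Progeny 4 stood far above the others in de novo losses (453 probes) and far below them in the chromosome 1 block (-0.83). A fault of one array or one dye was argued against by the 2 dye-swapped arrays, whose medians differed by 0.019. Neither parent had a low median there. The loss may be a deletion that arose in a germ cell of a parent or in the embryo, and these data do not separate the 2. Its parental origin was not tested.

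Progeny 1 stood apart from the other 4 in X-linked probes (0.0028), Y-linked probes (-0.034), the chromosome 2 block (-0.032), the chromosome 3 block (0.0074) and the chromosome 13 block (0.48). The X-linked median of progeny 1 exceeded that of the sire by 0.032, so a set of sex chromosomes like that of the sire is a candidate explanation for the first 4 values. A fault that flattened all signals of this mouse was argued against as the cause of those 4 values by the chromosome 13 block, where progeny 1 kept the gain and exceeded the mean of the other 4 progeny by 0.023. That distance is beyond the SD of 0.0033 among the other 4, and no explanation of it was tested. The sex of the progeny is not in the labels and stays unassigned here, although the study lists progeny 4 as female.

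In the chromosome 13 block the sire as labelled was opposite in sign to all 5 progeny, at -0.50. The difference between the generations was not tested there. The same opposition was seen in the blocks on chromosomes 4 and 5. A candidate explanation is that mouse and reference were exchanged between the dyes on both arrays of the sire. With the sign turned, the sizes at the 3 blocks came within 0.15 copies of a whole number, against at least 0.27 copies as labelled and at most 0.079 in the other 6 mice. Over probes positive in no mouse, the sire correlated with the 5 progeny at a mean of -0.25, the dam with the progeny at 0.02, and progeny with each other at 0.17. The sire correlated with the dam at 0.10. The dam correlated with single progeny at -0.12 to 0.14, so an exchange predicts no clear sign for that value. Both parents also lie on 1 slide, so these correlations do not decide. With the dyes as labelled and whole copies passed on by both parents, at least 1 of the 5 progeny was left unexplained on chromosome 4, and 0 were left when the sire was turned. A new change in 1 mouse would also account for that. An exchange on the arrays of the dam instead was argued against by the X-linked probes of the dam, which were at 0.90. The X-linked and Y-linked probes of the sire do not bear on the matter, because sire and reference are both male. An exchange remains a hypothesis, found and tested on the same data, and values are given with the dyes as labelled.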

How the results depend on the processing

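The parent exclusion in either direction and the turned sire were chosen only after the data were seen, and the other alternatives were planned. Where a value moved, the cause was not tested unless stated.

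The median of 487 positive probes was 303 with normexp, 167 at a threshold of 0.8, 1425 at 0.3, 971 with the mean of the 2 arrays, 1470 with only the Cy5 array of the mouse and 1622 with only its Cy3 array. Leaving out each progeny mouse gave 479.5 to 493.5. A lower threshold or a single array admits more probes by construction. The 1435 de novo probes became 836 at 0.8, 3226 with only Cy5, 3081 with only Cy3, 680 when a parent beyond 0.25 in the same direction excluded a probe and 482 with either direction. Gains outnumbered losses among the 1435, whereas losses outnumbered gains under both parent exclusions (506 and 471 losses), at 0.3 (1061 losses among 1806), with the mean of the 2 arrays (752 among 1445), with only Cy5 (1946), with only Cy3 (1705) and without progeny 3 (538). Leaving out each progeny mouse gave 808 (without progeny 3) to 1365, and 891 without progeny 4. The 134 regions became 44 and 15 under the 2 parent exclusions and 247 when only directly adjacent probes were joined. With 1 progeny mouse left out they became 45 (without progeny 3) to 130. The 61 regions of at least 5 probes became 16 at 0.3, 29 with the mean, 32 with only Cy5 and 17 with only Cy3. They became 21 and 13 under the parent exclusions, and 14 (without progeny 3) to 61 with 1 progeny mouse left out. The other alternatives of these counts stayed within 1.5 times.

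The excess of private probes in progeny over parents (142.9) reversed with only the Cy3 array, to -554.7 (exact permutation p = 0.143). With each progeny mouse left out it was 42.75 to 194.75. With all 7 mice, the exact p was 0.143 to 0.857 over the alternatives. With 1 progeny mouse left out, the smallest p of the 15 splits is 0.067, so those could not pass 0.05.

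The limma count against the reference male was 0 to 1129 with 1 mouse left out, the latter without the sire, and 1468 with the sire turned. Between progeny and parents it was 0 to 8363 with 1 mouse left out, the latter without the dam and 5 without the sire, where the lone parent is assumed to vary like the other mice, and 11239 with slide as a random block. The other alternatives gave 0 in limma, and with the sire turned 5547 probes had an unadjusted p under 0.05 between progeny and parents, against 25793 as labelled.

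The X-linked difference between dam and sire (0.93) was 0.80 with normexp. Under the 4 alternatives that use both arrays, 95 of 116 block values stayed within the SD of the 2 arrays and 21 moved, by at most 0.16. Normexp moved 19 of its 29 and the others 2. Of 40 values for the named regions, 30 stayed and 10 moved, by at most 0.18, of which normexp moved 8. None of these changed sign. A single array cannot move a value beyond that SD, so those 2 alternatives say nothing here. Signal over background limits little, since 99.4% of spots or more were well above background on each array. Leaving out dim probes gave a median of 464 positive probes, 1342 de novo probes and 132 regions, and progeny 5 had 3 regions in place of 4.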

Other observations

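All tests in this part were chosen only after the result was seen. The loss on chromosome 17 was shared by progeny 4 and progeny 5 and was called in neither parent. Progeny 5 is not among the mice for which the study lists this deletion. DNA of progeny 4 in the tube of progeny 5 was argued against by the chromosome 1 block, where progeny 5 was at -0.011. A loss in all cells of a parent was argued against by the parents' medians, of which the lower, in the dam, was -0.10. Poor probes at this place were argued against by progeny 1, 2 and 3, whose medians lay within 0.0085 of 0.

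A candidate explanation is that the loss was present in part of the dam's cells. The dam was below the mean of the 4 mice without the loss at 41 of 47 probes. Of 57716 stretches of 47 probes elsewhere, which overlap each other, 0 had the dam as low as -0.10, and her lowest was -0.08. Among the 4 mice without the loss, the sire, whose stretches varied more (SD 0.03 against 0.02 in the dam), was as low in 11 stretches, with a lowest of -0.11, and progeny 1, 2 and 3 in 0. Probe by probe, the dam correlated with progeny 4 and 5 at a Spearman correlation of 0.62, against 0.32 for the sire. Progeny 1, 2 and 3 were at 0.03, -0.005 and -0.02. By Pearson correlation the contrast was smaller, with 0.49 for the dam and 0.29 for the sire. Progeny 1, 2 and 3 were then at 0.09, 0.01 and 0.21. The sire, without the loss but on the slide of the dam, was above these 3, so a part shared by that slide cannot be excluded. DNA of progeny 4 in the dam's tube was argued against by the dam's chromosome 1 block (-0.0089). DNA of progeny 5 there was argued against by the chromosome 4 block, where the dam differed from the mean of progeny 1, 2 and 4 by -0.0077, with -0.07 expected for such a share. If the loss is the same in the dam, its depth equals that of 16.3% of cells. A loss in part of the sire's germ cells cannot be told apart from this by the sire's tail DNA (-0.0099), because germ cells were not measured. Under either explanation the loss might have been present before these progeny were conceived. No biological explanation beyond these was tested.

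Autosomal probes with losses shared by the dam and progeny 2, 3, 4 and 5 may also match the Y chromosome. Of the dam's lost probes, 93.6% were lost in every mouse with low Y-linked values and in no other mouse. Of these 175 probes, 129 lay in the chromosome 3 block and 46 outside it. For the 46, inherited deletions were argued against by their spread over 15 chromosomes, since separate deletions would rarely all pass to the same progeny. For the 129, a deletion inherited from the dam was argued against by depth. With 1 copy passed on by the sire, who was at -0.03 there, the progeny would lie near the -0.83 of the chromosome 1 loss, whereas the highest of the 4 progeny was at -1.88. A sire with 2 copies on one chromosome and 0 on the other was not tested. Probe sequences were not used here, so a match was not looked up.

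The number of positive probes at the chromosome 17 loss was 33 in progeny 4, and the lengths of both losses of progeny 4 came to 102922 bp and 4496 bp with both end positions counted.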
